A study of Mus musculus with 65 samples.

How the data were processed

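RNA and chromatin were measured in mouse embryonic stem cells, either kept undifferentiated with leukaemia inhibitory factor (day 0) or grown as embryoid bodies without it and with 10 µM retinoic acid (days 3 and 6). The 17 RNA-seq libraries fall into 9 groups. In 2019, wild-type cells were sequenced at days 0, 3 and 6 (2 libraries each). In 2020, wild-type cells, an H3.3A knockout line and an H3.3K27A line were sequenced at days 0 and 6 (2 libraries each, except 1 for wild type at day 0). The ChIP-seq part holds 16 wild-type libraries, deposited as 48 samples because each library was sequenced in 3 runs. They cover 4 antibodies (H3.3K27me3, H3K27me3, H3.3 and H3), 2 days (0 and 6) and 2 biological duplicates each. The antibodies labelled H3 and H3K27me3 are named as H3.1 antibodies in the titles of some deposited tables, and their isoform specificity is not stated. The labels of the RNA libraries do not say whether duplicates came from separate cultures, so their p-values measure only the spread between these samples.

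Per the labels, polyadenylated RNA was sequenced with a directional kit. The authors aligned reads with STAR 2.5.2a to mm10 and counted them with HTSeq, per the submitters' processing notes. The deposited values are whole read counts per gene symbol (24465 symbols). The strand setting of the counting is not recorded, so antisense and overlapping genes cannot be fully separated, and near-identical copies (Zscan4 genes, olfactory receptors, histone genes, pseudogene copies of H3f3a and H3f3b) are uncertain. The authors also deposited a table of log2 fold changes with p-values for wild-type day 6 against day 0, with DESeq2 named in the submitters' processing notes. It was read for comparison only.

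For ChIP-seq, the authors joined the 3 runs and called peaks with MACS2 2.2.6, per the file headers. No control library was used and each position kept 1 tag. The settings were a p threshold of 0.01, a minimum length of 1000 bp, a maximum gap of 5000 bp and a fixed genome-wide background. Each deposited call carries an enrichment, which is the ratio of its pileup to the genome-wide mean, and a −log10 p, per the file headers. The authors deposited a shorter list of filtered peaks for each library, which was used as the peak set. How it was filtered is not stated. The authors' 3 differential tables (H3K27me3, H3.3 and H3, with DiffBind named in the submitters' processing notes) hold a signal per region and library, a log2 difference of day 0 minus day 6, a p-value and a false discovery rate, per the file headers. The deposited signal is a read number scaled to the smallest library. No such table was held for H3.3K27me3, so its quantitative change per region was not analysed here.

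RNA counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries were scaled by TMM, and each contrast was tested with the edgeR quasi-likelihood F-test. The 2019 and 2020 libraries were fitted separately, each fit with 1 mean per group and 1 shared estimate of the spread. P-values were adjusted by Benjamini-Hochberg, and a gene was called at an adjusted p below 0.05. The wild type of 2020 at day 0 has 1 library, assumed to vary like the other groups. CPM values are counts divided by the TMM-scaled library size in the usual CPM unit, and log2 fold changes are shown with approximate standard errors. For large changes with few counts in 1 group, such as Cyp26a1, these can be smaller than the counting error alone. The contrasts were the days of each wild-type series, each edited line against wild type and against the other at each day, and day 6 against day 0 in each line. Interaction terms tested whether that last change in H3.3K27A differed from the knockout and from wild type. Groups of 2 libraries allow no exact permutation p below 0.05, so p-values come from the pooled model.

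Gene lists were tested with camera in limma 3.58.1 (preset correlation 0.01, Benjamini-Hochberg over 26 lists), with camera using an estimated correlation, and with fry. With the estimated correlation the lists' adjusted p stayed above 0.05 in every contrast, so list calls rest on the preset value. The lists were pluripotency factors, formative and primed epiblast, retinoic acid response, HOX genes, neural progenitor, neuron terminal genes, REST target genes, olfactory receptors, FOXJ and REST regulators, primitive streak and mesoderm, endoderm and primitive endoderm, trophoblast, neural crest, fibroblast and mesenchyme, endothelium and blood, surface ectoderm, PRC2 and H3K27 demethylases, PRC1, H3.3 and its chaperones, 2-cell-like state, germline genes, imprinted genes, proliferation, p53 targets, integrated stress response, replication-dependent histone genes, and interferon response. Fewer than 5 olfactory receptors passed the count filter, so their counts were summed to 1 value per library, a step chosen after the data were seen. The lists, the comparisons with their main tests and the rule for named genes were fixed before the data were examined, as were the alternatives, apart from those that the closing section names as chosen later.

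Named genes were, per contrast, the 12 largest rises and 12 largest falls among called genes with a mean of at least 1 log2 CPM, no overlap between the groups' libraries and a symbol that is not a predicted or clone name. Up to 4 members of each list with the smallest adjusted p were added, as were fixed genes that include H3f3a, H3f3b, Ezh2, Rest, Foxj2, Foxj3, Pou5f1, Nanog and Pax6. In each differential ChIP table the 5 regions with the smallest false discovery rate in each direction that have an assigned gene were eligible. Fewer are printed. Any gene outside this rule is marked where it appears. A fold change against a group with 0 counts is given as a lower bound from a floor of 3 counts over the group, and 1 to 3 counts as a ratio with its 95% exact binomial interval. Such intervals and floors cover counting error only.

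Peaks on the main chromosomes (2725.5 Mb) were compared with bedtools 2.31.1. A group's peak set merged the peaks of each replicate that overlap a peak of the other. Overlaps between sets were counted from 1 shared base and set beside 20 random placements. A promoter (2 kb either side of the start of a gene, GENCODE M21 on mm10) was marked when both replicates had a peak there. Lists were compared with all other genes by two-sided Fisher's exact test, adjusted over the 108 tests of 27 lists, 2 antibodies and 2 days. The test and the intervals of promoter shares count each promoter as independent. Neighbouring genes can share a peak, so for clustered lists such as HOX genes and olfactory receptors the p-values are too small. RNA changes of gene sets defined by promoter marks were tested with camera.

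Alternatives were DESeq2 1.42.0, RLE size factors, no count filter, a replicate block, a fit of the compared groups alone, leaving out each library, a 2-fold minimum, other set tests, a fit of both sequencing dates together, a 50% overlap, an enrichment of at least 5, the full peak calls, equal peak numbers, promoters of 1 and 5 kb, peaks of either replicate and a false discovery rate of 0.01. Those added after the data were seen were a fit without the knockout libraries of day 6, limma tests of the authors' scaled reads (also centred on each library's median), and the fits of the summed olfactory receptors. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.

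The RNA test was tested on simulated counts with 200 changed genes. For the knockout against wild type at day 0 (14760 genes), 14.9% of 1.5-fold changes, 56.7% of 2-fold changes and 86.4% of 4-fold changes were found, with 12 unchanged genes called. For H3.3K27A against wild type at day 6 the shares were 41.8%, 53.7% and 90.9%, with 5 unchanged genes called. For wild type of 2019 at day 6 against day 0 (13593 genes) they were 64.2%, 77.6% and 98.5%, with 14 unchanged genes called. The promoter test, tested on 20000 simulated genes, found the 1 list that had been given extra marks and called no other of the 27.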

Results

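Gene expression was measured in wild-type mouse embryonic stem cells at days 0, 3 and 6 of retinoic acid differentiation, and in wild-type, H3.3A knockout and H3.3K27A cells at days 0 and 6. H3.3 is the histone H3 variant deposited outside replication, encoded by H3f3a and H3f3b, and the K27A change replaces the lysine that Polycomb repressive complex 2 (PRC2) methylates. The 6 libraries of 2019 held 6.97 to 12.71 M gene counts, with day 0 at 6.97 and 11.98 M, day 3 at 11.87 and 12.71 M and day 6 at 12.71 and 10.17 M. The 11 libraries of 2020 held 14.27 to 22.03 M. Wild type had 21.12 M at day 0 and 21.88 and 19.66 M at day 6, the knockout 18.14 and 20.93 M and then 18.86 and 20.11 M, and H3.3K27A 17.11 and 14.27 M and then 22.03 and 17.8 M. Between 15640 and 17039 genes were detected per library. Chromatin of wild-type cells was profiled at days 0 and 6 with antibodies to H3.3K27me3, H3K27me3, H3.3 and H3, in biological duplicates of 33.62 to 81.65 M tags with 9608 to 26215 filtered peaks each. All RNA groups have n = 2 except wild type of 2020 at day 0 (n = 1). Values after ± are approximate standard errors in log2 units, too small for large changes from few counts, and SD in CPM. Adjusted p-values of genes are from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and those of gene lists are from camera. A list's count adjusted over the list alone is given where it differs from the count over all genes.

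H3f3a, the H3.3A gene that the knockout label names, separated the edited lines from wild type in every library. The label of the H3.3K27A line does not say which gene was edited. The 3 wild-type libraries of 2020 had 114 to 129 CPM, and the 8 libraries of the edited lines had 20.4 to 24.2 CPM. Wild-type means of 2019 were 163 ± 20.3, 186 ± 1.82 and 151 ± 5.54 CPM at days 0, 3 and 6. Against wild type, H3f3a fell in the knockout (log2 change −2.55 ± 0.10, edgeR adjusted p = 6.93e-06) and in H3.3K27A (−2.48 ± 0.10, edgeR adjusted p = 6.3e-06) at day 0, and again at day 6 (−2.40 ± 0.09, edgeR adjusted p = 2.48e-06, and −2.51 ± 0.09, edgeR adjusted p = 1.61e-06). H3f3b, which encodes the same protein, was at 796 CPM in wild type of 2020 at day 0, 893 ± 29.8 CPM in the knockout and 500 ± 0.986 CPM in H3.3K27A, where it fell by 0.67 ± 0.08 (edgeR adjusted p = 0.00405). At day 6 H3f3b rose by 0.30 ± 0.07 in the knockout (edgeR adjusted p = 0.0237) and fell by 0.57 ± 0.07 in H3.3K27A (edgeR adjusted p = 0.00671). Both genes have near-identical copies in the genome, so part of the residual counts cannot be placed. RNA counts do not show which allele carries the K27A change.

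**Figure D1:**
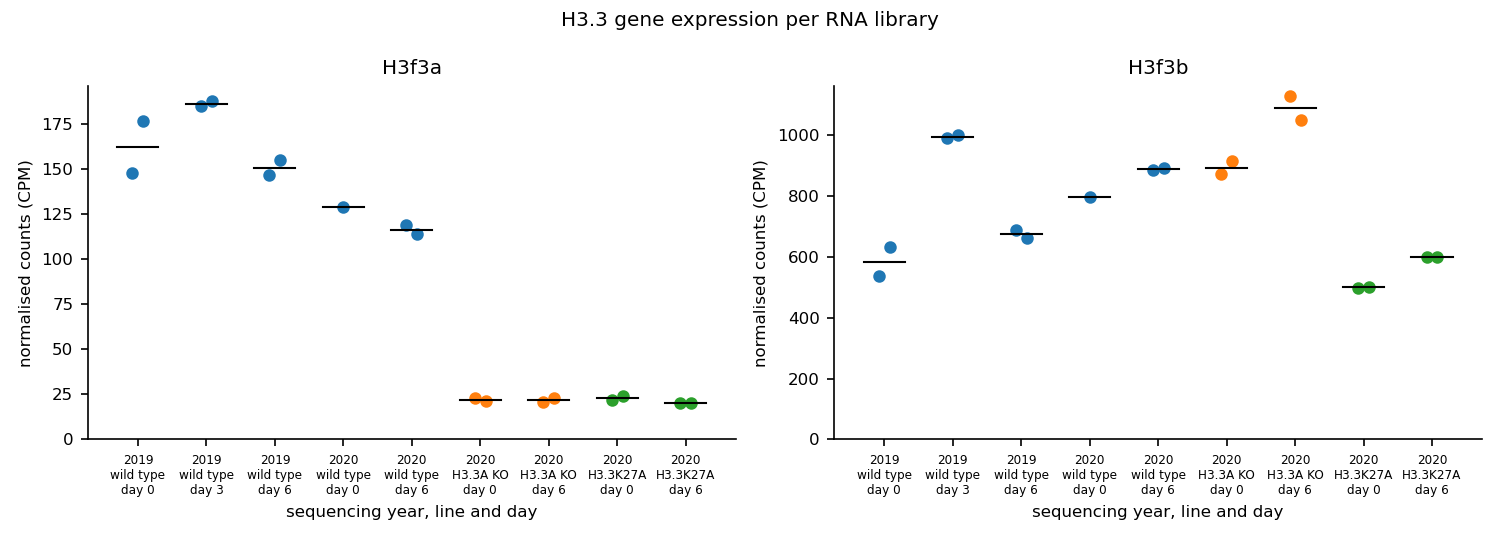
Normalised counts (CPM) of H3f3a and H3f3b in each RNA library (points) with group means (lines), by sequencing year, line and day. H3f3a lies at 20.4 to 24.2 CPM in the 8 libraries of both edited lines and at 114 to 129 CPM in wild type of 2020.

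The wild-type series of 2019 asks which genes change as stem cells differentiate with retinoic acid. By day 3 the retinoic acid and HOX programmes were on and the naive programme was falling. Cyp26a1, which degrades retinoic acid, rose from 1.34 to 1310 CPM (log2 change 10.09 ± 0.16, edgeR adjusted p = 3.46e-13). Hoxb1, an early hindbrain patterning gene, rose from 0.127 to 134 CPM, a ratio of 1130 with a counting interval of 312 to 9330. Ednrb, the endothelin receptor of neural crest and vascular cells, was at least 255-fold higher, with 0 counts at day 0. Trh, a hormone precursor gene, fell (−6.14 ± 0.13, edgeR adjusted p = 1.3e-12), as did the growth factor gene Fgf17 (−7.34 ± 0.27, edgeR adjusted p = 1.46e-10).

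In lists fixed in advance, 31 of 32 HOX genes rose and none fell by day 3 (median log2 change 6.95, or 6.61 with genes at 0 counts set at their bound), with a camera adjusted p = 2.05e-10 and an adjusted p = 0.102 with an estimated correlation. Of 21 retinoic acid response genes 19 rose and 2 fell (median 5.34, bounded 5.11, camera adjusted p = 1.56e-06, and adjusted p = 0.102 with an estimated correlation). Of 25 pluripotency factors 24 fell and 1 rose (median −2.79, camera adjusted p = 2.48e-10, and adjusted p = 0.102 with an estimated correlation). Of 30 endoderm genes 21 rose and 3 fell, or 4 adjusted over the list alone (median 4.60, bounded 4.03, camera adjusted p = 4.19e-05, and adjusted p = 0.102 with an estimated correlation). Of 13 endothelium and blood genes 11 rose and 2 fell (median 5.05, bounded 4.37, camera adjusted p = 0.000597, and adjusted p = 0.102 with an estimated correlation). Of 23 primitive streak and mesoderm genes 17 rose and 4 fell (camera adjusted p = 0.00127, and adjusted p = 0.102 with an estimated correlation), and all 10 genes of the 2-cell-like state rose (median 4.67, camera adjusted p = 0.000209, and adjusted p = 0.102 with an estimated correlation). Of 25 proliferation genes 23 fell (median −0.73, camera adjusted p = 2.32e-06, and adjusted p = 0.102 with an estimated correlation). Of 20 integrated stress response genes 14 fell and 2 rose (camera adjusted p = 0.000195, and adjusted p = 0.102 with an estimated correlation). In the 13 genes of H3.3 and its chaperones 10 fell and 1 rose, or 2 adjusted over the list alone (median −0.35, camera adjusted p = 0.0213, and adjusted p = 0.151 with an estimated correlation). In all, 5108 genes rose and 4598 fell among 13593 tested.

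Between days 3 and 6 the wild-type cells turned on neuronal genes. Of 29 neuron terminal genes 28 rose and none fell (median 3.72, camera adjusted p = 5.89e-12, and adjusted p = 0.164 with an estimated correlation), and of 35 targets of REST, the repressor of neuronal genes outside neurons, 30 rose and 1 fell, or 31 adjusted over the list alone (median 3.00, camera adjusted p = 7.63e-12, and adjusted p = 0.164 with an estimated correlation). Nefl, a neurofilament subunit, rose by 5.38 ± 0.13 (edgeR adjusted p = 6.55e-11), Tubb3, a neuronal tubulin, by 4.90 ± 0.15 (edgeR adjusted p = 1.94e-10) and Myt1, a neurogenic zinc finger factor, by 6.78 ± 0.24 (edgeR adjusted p = 3.49e-10). Of 32 neural progenitor genes 30 rose and 1 fell (median 1.98, camera adjusted p = 4.57e-10, and adjusted p = 0.164 with an estimated correlation). Of 13 endothelium and blood genes 10 fell and 1 rose (median −2.60, camera adjusted p = 0.000457, and adjusted p = 0.164 with an estimated correlation). Among single genes, the endothelial genes Plvap (−5.03 ± 0.15, edgeR adjusted p = 1.44e-10) and Cd34 (−4.50 ± 0.14, edgeR adjusted p = 1.54e-10) fell. Of 23 germline genes 18 fell and none rose (median −1.59, camera adjusted p = 5.45e-07, and adjusted p = 0.164 with an estimated correlation). In all, 3990 genes rose and 3794 fell.

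From day 0 to day 6 in 2019, all 25 pluripotency factors fell (median −4.95, camera adjusted p = 1.67e-11, and adjusted p = 0.114 with an estimated correlation). Pou5f1, the core stem cell factor, fell (−6.43 ± 0.16, edgeR adjusted p = 3.67e-12), as did Nanog (−5.15 ± 0.12, edgeR adjusted p = 1.39e-12) and Fgf4, a stem cell growth factor that went from 260 to 1.08 CPM (log2 change −7.97 ± 0.19, edgeR adjusted p = 1.8e-12). Of 32 HOX genes 30 rose and 1 fell (median 8.40, bounded 8.31, camera adjusted p = 5.91e-09, and adjusted p = 0.114 with an estimated correlation). Hoxa5 rose by 10.07 ± 0.16 (edgeR adjusted p = 1.89e-13), and the neural progenitor factor Pax6 by 2.58 ± 0.09 (edgeR adjusted p = 6.77e-11). The neurogenic factor Neurog2 was at least 534-fold higher and Dcx, a microtubule protein of migrating neurons, had a ratio of 5050 with a counting interval of 906 to 2e+05. Neural progenitor genes rose in 29 of 32 cases (camera adjusted p = 1.08e-07, and adjusted p = 0.207 with an estimated correlation). Rest itself fell from 372 to 66.0 CPM (edgeR adjusted p = 1.31e-10) and Foxj2, a forkhead factor, rose by 1.71 ± 0.15 (edgeR adjusted p = 2.88e-07). Of the 6 tested FOXJ and REST regulators 2 rose and 2 fell (camera adjusted p = 0.989). Ezh2, the PRC2 methyltransferase, fell by 0.43 ± 0.07 (edgeR adjusted p = 5.08e-05). Of 16 genes for PRC2 and H3K27 demethylases 4 rose and 9 fell (camera adjusted p = 0.0807), and of 21 PRC1 genes 12 rose and 6 fell (camera adjusted p = 0.178).

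Other lists moved in both directions over the 6 days of the 2019 series. Of 20 fibroblast and mesenchyme genes 16 rose and 4 fell (median 3.63, bounded 3.52, camera adjusted p = 0.00259, and adjusted p = 0.207 with an estimated correlation). Of 29 imprinted genes 22 rose and 4 fell (camera adjusted p = 0.000257, and adjusted p = 0.207 with an estimated correlation), led by the growth factor Igf2, which rose by 7.30 ± 0.11. Trophoblast genes (11 of 18 rose and 4 fell, or 12 rose adjusted over the list alone, camera adjusted p = 0.0919), neural crest genes (11 of 17 rose and 4 fell, camera adjusted p = 0.076) and surface ectoderm genes (6 of 13 rose and 6 fell, camera adjusted p = 0.633, median 0.45 but mean −0.21) did not pass as lists. Nor did formative and primed epiblast genes (5 of 16 rose and 10 fell, camera adjusted p = 0.137), p53 targets (4 of 20 rose and 12 fell, camera adjusted p = 0.0919) or replication-dependent histone genes (2 of 17 rose and 11 fell, camera adjusted p = 0.0919). In all, 5627 genes rose and 4971 fell. The authors' deposited table for this contrast lists 11432 genes with an adjusted p below 0.05 (DESeq2), and as up or down the 3130 and 1692 with a log2 change of at least 1.5. Of those tested here 2678 of 2692 and 1401 of 1411 passed in the same direction. Its log2 changes correlated with those computed here at Pearson's r = 0.97 across genes, which are not independent replicates.

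**Figure D2:**
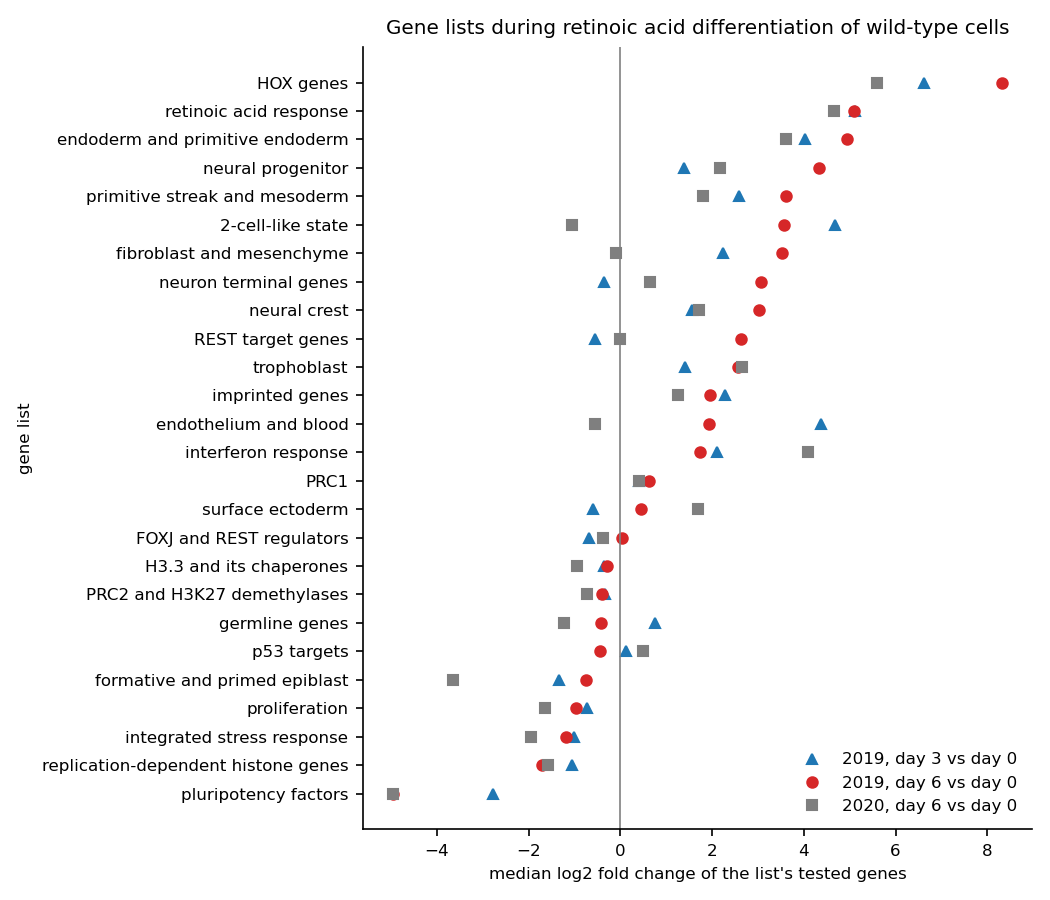
Median log2 fold change of the tested genes of each gene list (points), in wild-type cells at day 3 and day 6 of 2019 and day 6 of 2020, each against day 0, with genes at 0 counts in a group set at their bound. Pluripotency factors have a median of −4.95 at day 6 of both years. The 2-cell-like state list has 3.56 in 2019 (10 genes tested) and −1.06 in 2020 (16 genes tested).

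The wild-type series of 2020 repeats the day 6 against day 0 comparison with 1 library at day 0. All 25 pluripotency factors fell again (median −4.95, camera adjusted p = 4.48e-10, and adjusted p = 0.253 with an estimated correlation), with Nanog at −8.16 ± 0.26 (edgeR adjusted p = 1.31e-08). Of 36 HOX genes 33 rose and none fell (median 5.59, camera adjusted p = 4.48e-10, and adjusted p = 0.133 with an estimated correlation). Interferon response genes rose in 20 of 22 cases (median 4.63, bounded 4.08, camera adjusted p = 9.65e-07, and adjusted p = 0.133 with an estimated correlation), among them Ifit1, which rose by 7.21 ± 0.42 (edgeR adjusted p = 3.62e-07). In 2019, 9 of 15 rose and 3 fell (camera adjusted p = 0.171). Neuron terminal genes had 10 of 30 higher and 5 lower, or 4 adjusted over the list alone (median 0.65, camera adjusted p = 0.363). Their median over the same days of 2019 was 3.07. REST targets had 10 of 35 higher and 13 lower (camera adjusted p = 0.962), with a median of 0.04 against 2.62 in 2019. The 2-cell-like state list had 1 of its 16 tested genes higher and 5 lower, or 4 adjusted over the list alone (camera adjusted p = 0.142). In 2019 fewer genes of this list were tested, and 10 of 10 were higher. Its Zscan4 members share reads, and the differences between the years were not tested. The log2 changes of 2019 and 2020 correlated at r = 0.82 across 13326 genes, which are not independent replicates. In all, 5308 genes rose and 5141 fell among 14760 tested.

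The chromatin comparison asks where H3.3 that carries K27me3 lies and how this changes with differentiation. H3.3K27me3 peaks found in both duplicates numbered 5133 (155.7 Mb) at day 0 and 6498 (172.6 Mb) at day 6. H3K27me3 had 6870 (185.3 Mb) and 4740 (143.2 Mb), H3.3 had 9617 (396.7 Mb) and 9390 (307.2 Mb), and H3 had 3631 (145.8 Mb) and 2717 (114.6 Mb). Of the H3.3K27me3 peaks, 62.4% overlapped an H3K27me3 peak at day 0 and 28.4% at day 6, against 22.3% and 18.7% for randomly placed peaks. The same peaks overlapped an H3 peak in 29.9% and 28.1% of cases and an H3.3 peak in 44.6% and 25.9%. At day 6 the overlap was thus not specific to H3K27me3. Among the 61 and 53 H3.3K27me3 peaks with an enrichment of at least 5, set against the 317 and 61 such H3K27me3 peaks, the shares were 72.1% and 71.7%, and with the same number of strongest peaks per library they were 66.5% and 37.1%. Of day 0 peaks, 29.5% of H3.3K27me3, 47.6% of H3K27me3, 51.6% of H3.3 and 36.2% of H3 were still present at day 6, against 21.0%, 17.4%, 24.7% and 22.2% for random placement. With an enrichment of at least 5 the kept shares were 63.9%, 13.6%, 47.7% and 67.3%, that of H3K27me3 limited by its 317 peaks at day 0 against 61 at day 6. With the same number of strongest peaks per library they were 22.7%, 49.6%, 45% and 33.8%. The peaks of replicate 1 alone gave 22.6% for H3 and those of replicate 2 alone 30.9%. The kept share of H3.3K27me3 had an SD of 8.5 percentage points between single-replicate lists, as wide as its distance from random placement. Replicates overlapped in 43.2% and 35.8% of H3.3K27me3 peaks at days 0 and 6 and in 53.1% and 43.5% of H3K27me3 peaks. The H3.3K27me3 libraries of day 6 were the shallowest (33.62 and 37.76 M tags).

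Fewer promoters carried H3.3K27me3 at day 6 than at day 0, although its peaks were more numerous. It marked 3515 of 23581 genes (14.9%) at day 0 and 1553 (6.6%) at day 6, with 880 kept, 2635 lost and 673 gained. H3K27me3 marked 5344 (22.7%) and then 3480 (14.8%), with 2885 kept, 2459 lost and 595 gained. At day 0, 2874 promoters carried both marks, 641 only H3.3K27me3 and 2470 only H3K27me3, and at day 6 the numbers were 833, 720 and 2647. H3.3 peaks (11059 and then 8400) and H3 peaks (2486 and then 1102) also marked fewer promoters at day 6. Among GC-poor genes matched to olfactory receptors the share with H3.3K27me3 went from 10.7% to 17.6% instead, and the share of the mark per nucleosome was not measured. All 39 HOX promoters carried both marks at day 0 (Fisher's exact adjusted p = 2.6e-31 for H3.3K27me3 and 1.4e-24 for H3K27me3), and at day 6 there were 15 with H3.3K27me3 (Fisher's exact adjusted p = 7.13e-08) and 31 with H3K27me3 (Fisher's exact adjusted p = 3.78e-18). Of 34 neural progenitor promoters 30 carried H3.3K27me3 at day 0 (Fisher's exact adjusted p = 5.51e-20) and 9 at day 6 (Fisher's exact adjusted p = 0.000842), while H3K27me3 stood at 29 and 28. Of 31 mesoderm promoters 19 had H3.3K27me3 at day 0 and 3 at day 6, with H3K27me3 at 26 and 24. The retinoic acid response list went from 11 to 0 of 23 promoters with H3.3K27me3 and from 16 to 6 with H3K27me3, and the endoderm list from 13 to 0 of 31 and from 15 to 13. A difference between the marks in these losses was not tested. Neighbouring HOX promoters can share a peak but were counted as independent, so their p-values are too small.

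**Figure D3:**
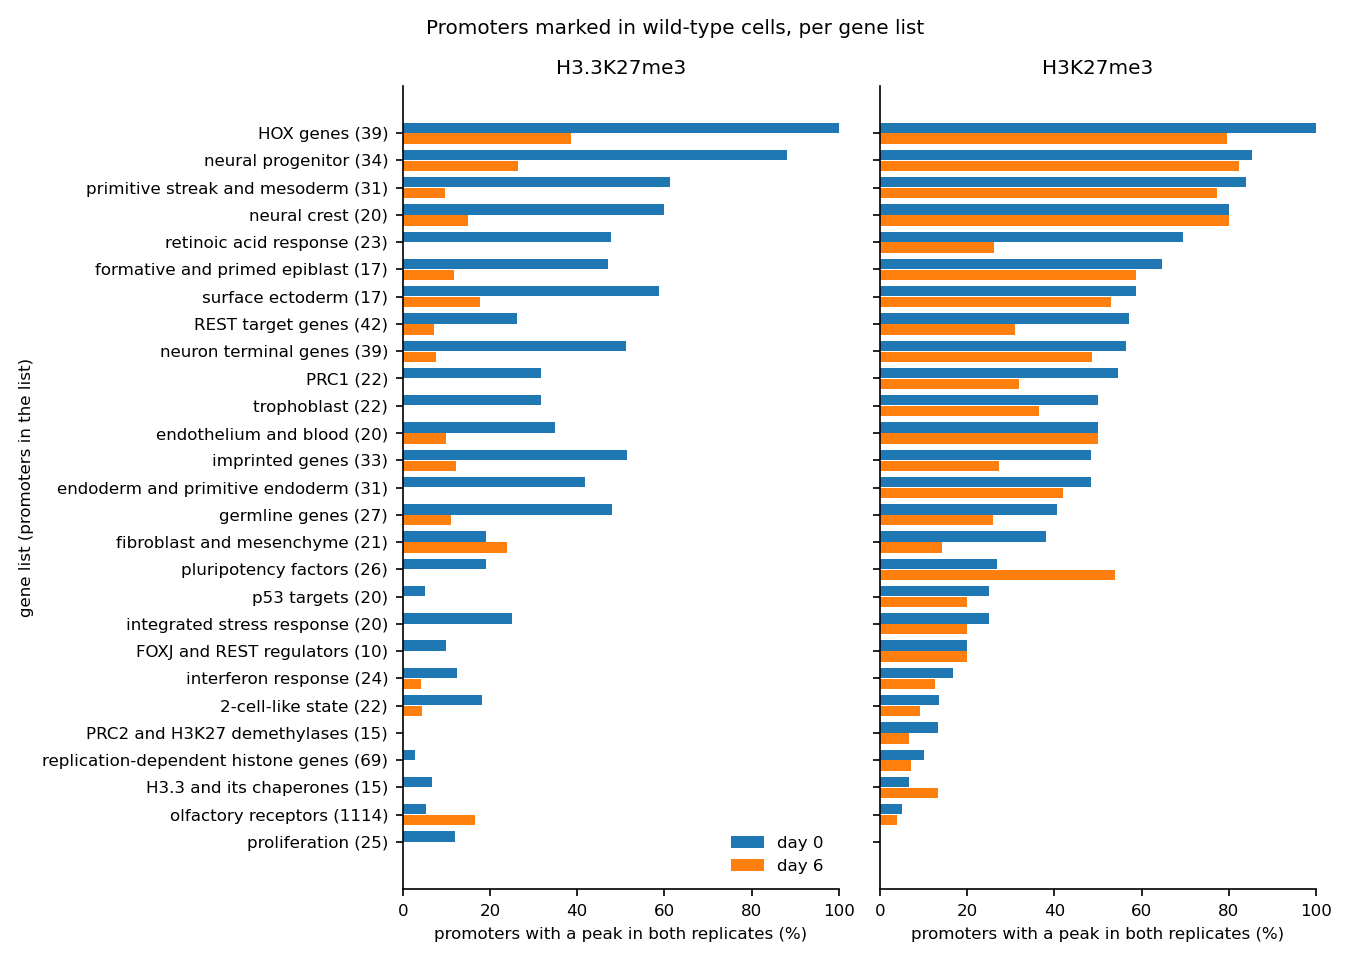
Percent of each list's promoters with a peak in both replicates (bars from 0), for H3.3K27me3 and H3K27me3 at days 0 and 6. HOX promoters go from 100% at day 0 to 38.5% with H3.3K27me3 and 79.5% with H3K27me3 at day 6.

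Neuron terminal promoters carried H3.3K27me3 in 20 of 39 cases at day 0 (Fisher's exact adjusted p = 6.86e-07) and in 3 at day 6, and H3K27me3 in 22 and 19. REST targets carried H3.3K27me3 in 11 of 42 cases at day 0 (Fisher's exact adjusted p = 0.0969) and H3K27me3 in 24 (Fisher's exact adjusted p = 7.74e-06). Among the 10 promoters of FOXJ and REST regulators, that of Foxj2 (gene at mm10 chromosome 6, 122819914 to 122845366) carried H3.3K27me3 at day 0 but not at day 6, with H3K27me3 and an H3 peak at both days, whereas Rest and Foxj3 carried neither methylation mark. Foxj2 lies inside a wider H3 region of the authors (122613512 to 122888993) with less H3 at day 6. Its scaled reads were 9936 at day 0 against 8026 at day 6 (authors' DiffBind false discovery rate 6.41e-29). Pluripotency factors carried H3K27me3 at 7 of 26 promoters on day 0 and at 14 on day 6 (53.8% against 14.7% of other genes, Fisher's exact adjusted p = 1.85e-05), among the latter Klf4. The change between days was not tested, and in the authors' data 8 of 24 H3K27me3 regions at these genes were higher at day 0 and 6 at day 6. Imprinted promoters had H3.3K27me3 in 17 of 33 cases at day 0 (Fisher's exact adjusted p = 5.12e-06), germline promoters in 13 of 27 (Fisher's exact adjusted p = 0.000179), and proliferation promoters had H3K27me3 in 0 of 25 (Fisher's exact adjusted p = 0.00767). Olfactory receptors went the other way, with H3.3K27me3 at 60 of 1114 promoters at day 0 (5.4% against 15.4% of other genes, Fisher's exact adjusted p = 3.08e-23) and 184 at day 6 (16.5% against 6.1%, Fisher's exact adjusted p = 1.59e-30). H3K27me3 stayed rare there (57 and 45 promoters), and H3.3 peaks went from 40 to 10 promoters. Of 108 such tests 49 passed, 42 of them with more marks than other genes.

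The authors' region tables compare day 0 with day 6 quantitatively for the other 3 antibodies. H3K27me3 was lower at day 6 in 3195 and higher in 270 of 10491 regions at a false discovery rate below 0.05. For H3.3 the called regions numbered 5396 higher at day 0 and 2065 higher at day 6, and for H3 1099 and 611. The shares higher at day 0 were 92.2% for H3K27me3, 72.3% for H3.3 and 64.3% for H3. In limma tests added after seeing the data they were 87.6%, 70.3% and 65.6%. Centring each library on its median gave 48.5%, 56.9% and 48.3%, which that scaling brings towards balance by construction, so whether the marks fell as a whole is not settled. At Meis2, a homeobox gene induced by retinoic acid, H3K27me3 was 1.34 log2 units higher at day 0 (mm10 chromosome 2, 116046460 to 116089739, 2582 against 1018 scaled reads, authors' DiffBind false discovery rate 9.42e-71) and H3.3 was higher at day 6 (log2 day 0 minus day 6 −0.65, 5525 against 8687 scaled reads). At Spry4, an inhibitor of FGF signalling, the marks went the opposite way, with H3K27me3 at −1.39 (chromosome 18, 38586065 to 38605051, 328 against 860 scaled reads) and H3.3 at 0.80 (7489 against 4287). Rarb, a retinoic acid receptor gene, had more H3.3 at day 6 (chromosome 14, 16533451 to 16578823, −0.99, 761 against 1511 scaled reads). Of 21 H3K27me3 regions at retinoic acid response genes 15 were higher at day 0 and 1 at day 6, whereas of their 31 H3.3 regions 2 were higher at day 0 and 21 at day 6.

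RNA changes differed by promoter mark in the wild-type series. The 1976 tested genes with both marks at day 0 had a median log2 change of 1.70 from day 0 to day 6 of 2019, with 1315 rising and 369 falling (camera adjusted p = 6.25e-10, and adjusted p = 0.00924 with an estimated correlation). Genes with only H3K27me3 at day 0 had a median of 1.06 (995 of 1639 rose, camera adjusted p = 2.58e-06, and adjusted p = 0.0292 with an estimated correlation). Genes with only H3.3K27me3 had a median of −0.16 (148 of 391 rose and 174 fell, camera adjusted p = 0.191). Loss of H3K27me3 by day 6 went with a median of 1.36 and its retention with 1.35. For H3.3K27me3 the medians were 1.44 with loss (camera adjusted p = 1.18e-07, and adjusted p = 0.00924 with an estimated correlation) and 0.75 with retention (camera adjusted p = 0.0121, and adjusted p = 0.0543 with an estimated correlation), and the difference was not tested. The 366 genes that gained H3K27me3 had a median of −0.60, with 205 falling and 88 rising (camera adjusted p = 1.04e-05, and adjusted p = 0.00924 with an estimated correlation). In 2020 the gain again went with lower expression (median −0.66, camera adjusted p = 0.00014, and adjusted p = 0.00475 with an estimated correlation), while expression was higher both with loss (median 1.07, camera adjusted p = 2.74e-07, and adjusted p = 0.0324 with an estimated correlation) and with retention (median 0.82, camera adjusted p = 0.00067, and adjusted p = 0.184 with an estimated correlation). Genes with both marks at day 0 had a median of 1.06 in 2020 (camera adjusted p = 7.28e-06). Genes that lost H3.3K27me3 had a median of 0.91 in 2020 (camera adjusted p = 0.000113). With an estimated correlation neither of these passed in 2020 (adjusted p = 0.0842 for each). In H3.3K27A against wild type the medians of all 12 such sets lay between −0.07 and 0.06 at both days. Their adjusted p with camera was 0.306 or above. In the knockout at day 6 the 267 genes that gain H3.3K27me3 had a median of −0.10 (camera adjusted p = 0.011, and adjusted p = 0.401 with an estimated correlation).

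The knockout comparison at day 0 asks what a lower H3.3A dose does to undifferentiated cells. The knockout had more endoderm transcripts and less RNA from imprinted loci. Of 30 endoderm genes 2 rose over all genes and 13 adjusted over the list alone (median 0.89, camera adjusted p = 6.39e-13, and adjusted p = 0.489 with an estimated correlation). Cubn, an endocytic receptor of visceral endoderm, rose from 33.8 to 118 CPM (log2 change 1.80 ± 0.20, edgeR adjusted p = 0.0141) and Pdgfra, a primitive endoderm receptor, from 6.46 to 16.2 CPM (1.32 ± 0.16, edgeR adjusted p = 0.0198). Of 30 imprinted genes 4 fell, or 7 adjusted over the list alone (median −0.24, camera adjusted p = 1.45e-05, and adjusted p = 0.489 with an estimated correlation). The maternally expressed noncoding RNAs Rian and Meg3 of 1 imprinted cluster fell (−2.71 ± 0.24, edgeR adjusted p = 0.00325, and −2.67 ± 0.32, edgeR adjusted p = 0.0171). The 2-cell-like state list had a median of 1.23 with 4 of 16 genes higher adjusted over the list alone (camera adjusted p = 1.3e-10, and adjusted p = 0.385 with an estimated correlation), and edgeR called 0 over all genes, as did DESeq2, with 8 at an unadjusted p below 0.05. Trophoblast genes had a median of −0.36, bounded −0.27 (camera adjusted p = 0.000434, and adjusted p = 0.489 with an estimated correlation), where edgeR called 0 of 19 genes, 8 had an unadjusted p below 0.05 and DESeq2 called 0. The metallothionein genes Mt1 and Mt2 fell (−0.85 ± 0.12, edgeR adjusted p = 0.0315, and −0.80 ± 0.09, edgeR adjusted p = 0.0162). In all, 4 genes rose and 14 fell, against 41 called by DESeq2. Of 14760 genes 738 had an unadjusted p below 0.05, no more than that threshold gives by chance. Without knockout replicate 1 or without replicate 2 the count was 3, and without the knockout libraries of day 6, a fit added after seeing the data, it was 120.

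By camera, 6 of 26 lists differed between H3.3K27A and wild type at day 0, 3 higher and 3 lower. The medians were −0.34 for endoderm genes and −0.41 for trophoblast genes (bounded −0.3). Single genes of other kinds differed too. Lefty1, an inhibitor of Nodal signalling, fell from 197 to 28.7 CPM (−2.78 ± 0.17, edgeR adjusted p = 6.93e-05) and so did its neighbour Lefty2 (−1.49 ± 0.14, edgeR adjusted p = 0.00105). Klhl13, a ubiquitin ligase adaptor on the X chromosome, fell from 327 to 40.8 CPM (edgeR adjusted p = 6.78e-06), and also lower were Sema6a, a semaphorin (−3.01 ± 0.17, edgeR adjusted p = 3.45e-05), and Wnt7b, a Wnt ligand (−3.10 ± 0.35, edgeR adjusted p = 0.00281). Tbx3, a T-box factor of the naive state, rose from 107 to 292 CPM (1.45 ± 0.22, edgeR adjusted p = 0.0123). The HOX list had a median of 0.49 with 1 of 36 genes called, Hoxa10 at 1.28 ± 0.25 (edgeR adjusted p = 0.0355), and a camera adjusted p = 2e-05 (adjusted p = 0.333 with an estimated correlation). Of 30 imprinted genes 6 fell, or 13 fell and 1 rose adjusted over the list alone (median −0.35, camera adjusted p = 1.97e-05, and adjusted p = 0.384 with an estimated correlation), with Rian at −2.86 ± 0.25 (edgeR adjusted p = 0.000633) and H19, a noncoding RNA, at −3.02 ± 0.48 (edgeR adjusted p = 0.0165). Of 25 germline genes 1 rose, or 6 adjusted over the list alone (camera adjusted p = 0.000372, and adjusted p = 0.313 with an estimated correlation). The 2-cell-like state list had a median of 1.33 with 9 of 16 genes higher adjusted over the list alone (camera adjusted p = 3.66e-10, and adjusted p = 0.313 with an estimated correlation), and edgeR called 0 over all genes, as did DESeq2, with 10 at an unadjusted p below 0.05. In all, 84 genes rose and 172 fell, 370 by DESeq2. The count was 50 without H3.3K27A replicate 1, 40 without replicate 2 and 1274 without the knockout libraries of day 6.

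Set directly against the knockout at day 0, H3.3K27A had fewer endoderm transcripts. Of 30 endoderm genes 10 fell, or 18 adjusted over the list alone (median −1.21, camera adjusted p = 2.48e-14, and adjusted p = 0.308 with an estimated correlation). Among them were Cubn (−2.97 ± 0.17, edgeR adjusted p = 4.58e-05), Pdgfra (−2.55 ± 0.16, edgeR adjusted p = 8.24e-05) and Sox17, an endoderm transcription factor (−2.65 ± 0.34, edgeR adjusted p = 0.0081). Of 36 HOX genes 2 rose, or 7 adjusted over the list alone (median 0.59, bounded 0.56, camera adjusted p = 1.96e-08, and adjusted p = 0.308 with an estimated correlation). H3f3b fell by 0.84 ± 0.07 (edgeR adjusted p = 0.000484), while H3f3a differed by 0.07 (edgeR adjusted p = 0.846). In all, 68 genes rose and 119 fell, 341 by DESeq2. Without 1 library the counts were 25 and 23 (knockout replicates 1 and 2) and 19 and 21 (H3.3K27A replicates 1 and 2), and 1177 without the knockout libraries of day 6.

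At day 6 the knockout had far more endoderm RNA than wild type. Of 30 endoderm genes 20 rose and none fell, or 23 rose and 1 fell adjusted over the list alone (median 1.18, camera adjusted p = 3.85e-09, and adjusted p = 0.436 with an estimated correlation). The laminin subunit genes Lama1, Lamc1 and Lamb1, which build the basement membrane that parietal endoderm secretes, rose by 2.38 ± 0.22 (edgeR adjusted p = 0.00091), 1.91 ± 0.17 (edgeR adjusted p = 0.000741) and 1.97 ± 0.21 (edgeR adjusted p = 0.00144), Lama1 from 979 to 5080 CPM. Gkn2, a gastrokine gene, rose from 5.82 to 64.3 CPM (3.47 ± 0.31, edgeR adjusted p = 0.00107) and Fst, the activin antagonist follistatin, by 2.75 ± 0.35 (edgeR adjusted p = 0.00235). Pluripotency factors were higher in 9 of 25 cases, or 10 with 1 lower adjusted over the list alone (median 0.59, camera adjusted p = 0.00172, and adjusted p = 0.69 with an estimated correlation), among them Tdgf1, a Nodal co-receptor (1.99 ± 0.28, edgeR adjusted p = 0.00393). The knockout replicates stood further apart than any other pair, with 26 of 30 endoderm genes higher in replicate 1. The endoderm calls use a spread pooled with the other groups, and few genes in all passed when only the compared libraries were fitted. Without knockout replicate 1 the list had 18 genes higher, without replicate 2 it had 24, and without wild-type replicates 1 and 2 it had 10 and 12.

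Surface ectoderm, imprinted and interferon response genes fell in the knockout at day 6. Of 16 surface ectoderm genes 7 fell, or 9 adjusted over the list alone (median −0.47, camera adjusted p = 7.13e-06, and adjusted p = 0.436 with an estimated correlation), including the epithelial factor Grhl3 at −1.33 ± 0.21 (edgeR adjusted p = 0.00591), and the ligand Wnt6 fell by 2.10 ± 0.16 (edgeR adjusted p = 0.00048). Of 30 imprinted genes 10 fell, or 16 fell and 2 rose adjusted over the list alone (median −0.40, camera adjusted p = 2.16e-05, and adjusted p = 0.436 with an estimated correlation), with Rian at −4.17 ± 0.25 (edgeR adjusted p = 9.06e-05) and H19 from 686 to 86.7 CPM (−2.99 ± 0.27, edgeR adjusted p = 0.00077). Of 22 interferon response genes 12 fell, or 17 fell and 1 rose adjusted over the list alone (median −0.84, camera adjusted p = 1.08e-07, and adjusted p = 0.153 with an estimated correlation), such as Ifit1 at −1.48 ± 0.18 (edgeR adjusted p = 0.00196). Rest fell by 0.32 ± 0.08 (edgeR adjusted p = 0.0396), and its targets had a median of 0.15 (camera adjusted p = 0.972). In all, 1030 genes rose and 653 fell among 14760. The count was 6002 without knockout replicate 2, 210 and 324 without wild-type replicates 1 and 2, and 3 when only these 4 libraries were fitted.

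By camera, 7 of 26 lists were higher and 3 lower in H3.3K27A than in wild type at day 6. HOX and surface ectoderm genes were among the higher lists. The 2-cell-like state list had a median of 0.94 in H3.3K27A and 0.96 in the knockout, each against wild type. Hoxa10 rose from 7.36 to 36 CPM (2.29 ± 0.14, edgeR adjusted p = 0.000137) and Hoxa9 from 14.1 to 64.5 CPM (2.19 ± 0.28, edgeR adjusted p = 0.00788), both trunk patterning genes. Of 36 HOX genes 6 rose, or 8 rose and 1 fell adjusted over the list alone (median 0.28, camera adjusted p = 0.00365, and adjusted p = 0.498 with an estimated correlation). Of 16 surface ectoderm genes 4 rose, or 9 adjusted over the list alone (median 0.53, camera adjusted p = 1.31e-07, and adjusted p = 0.412 with an estimated correlation). Grhl1, an epithelial grainyhead factor, rose by 1.41 ± 0.11 (edgeR adjusted p = 0.000746), the keratin gene Krt4 by 1.45 ± 0.22 (edgeR adjusted p = 0.016) and Adh1, a retinol dehydrogenase gene, from 90.9 to 307 CPM (1.76 ± 0.23, edgeR adjusted p = 0.00887). Zic2, a zinc finger factor of early neural tissue, rose by 1.31 ± 0.13 (edgeR adjusted p = 0.00217). Meg3 and Rian fell (−3.09 ± 0.28, edgeR adjusted p = 0.00187, and −2.87 ± 0.22, edgeR adjusted p = 0.000746), as did H19 (−1.98 ± 0.26, edgeR adjusted p = 0.00889), while the list of 30 imprinted genes, these 3 included, had 1 rising and 5 falling, or 4 and 6 adjusted over the list alone (camera adjusted p = 0.674).

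Neuronal genes were lower as lists in H3.3K27A at day 6, and the number of single genes that passed depended on the libraries in the fit. REST targets had a median of −0.61 with 1 of 35 falling, or 3 falling and 1 rising adjusted over the list alone (camera adjusted p = 4.79e-05, and adjusted p = 0.569 with an estimated correlation). Neuron terminal genes had a median of −0.66 (camera adjusted p = 0.000286, and adjusted p = 0.675 with an estimated correlation), where edgeR called 0 of 30 genes, 8 had an unadjusted p below 0.05 and DESeq2 called 1. Without the knockout libraries of day 6 in the fit, 11 of 29 neuron terminal genes fell and none rose, and 13 of 34 REST targets fell and 2 rose. Nefl was at −1.08 ± 0.32 (edgeR adjusted p = 0.135), Rest at −0.15 (edgeR adjusted p = 0.445) and Foxj2 at 0.23 (edgeR adjusted p = 0.573). Interferon response genes had a median of −0.34 with 5 of 22 lower adjusted over the list alone (camera adjusted p = 7.31e-05, and adjusted p = 0.412 with an estimated correlation), and edgeR called 0 over all genes, as did DESeq2, with 9 at an unadjusted p below 0.05. In all, 167 genes rose and 134 fell. Without 1 library the counts were 9 and 14 (H3.3K27A replicates 1 and 2) and 13 and 24 (wild-type replicates 1 and 2), and 2091 without the knockout libraries of day 6, 301 of them the genes already called.

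Against the knockout at day 6, H3.3K27A had less endoderm and more surface ectoderm RNA. Of 30 endoderm genes 20 fell and 2 rose, or 23 and 2 adjusted over the list alone (median −1.34, camera adjusted p = 5.29e-08, and adjusted p = 0.491 with an estimated correlation), with Lama1 at 634 against 5080 CPM (edgeR adjusted p = 0.000109). Of 16 surface ectoderm genes 13 rose, or 15 adjusted over the list alone (median 1.14, camera adjusted p = 3.17e-10, and adjusted p = 0.379 with an estimated correlation). Among single genes, Zfp750, a factor of epidermal differentiation (2.58 ± 0.21, edgeR adjusted p = 0.000122), and Grhl2, a grainyhead factor (1.53 ± 0.12, edgeR adjusted p = 0.000109), rose. Of 30 imprinted genes 11 rose, or 13 adjusted over the list alone (camera adjusted p = 0.00137, and adjusted p = 0.508 with an estimated correlation), with Dlk1, a Notch-like ligand, at 1.69 ± 0.12 and Mest at 1.52 ± 0.11. Neuron terminal genes fell in 6 of 30 cases and rose in 1, or 14 and 1 adjusted over the list alone (median −1.03, camera adjusted p = 0.00378, and adjusted p = 0.84 with an estimated correlation), with Nefl at −1.80 ± 0.33 (edgeR adjusted p = 0.00563). The knockout replicates differed from each other on these programmes. Replicate 1 minus replicate 2 had a median of 0.51 log2 units for endoderm and −1.11 for neural progenitor genes. In all, 1333 genes rose and 1423 fell. The count was 719 and 1086 without H3.3K27A replicates 1 and 2, 5794 without knockout replicate 2 and 208 when only these 4 libraries were fitted.

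**Figure D4:**
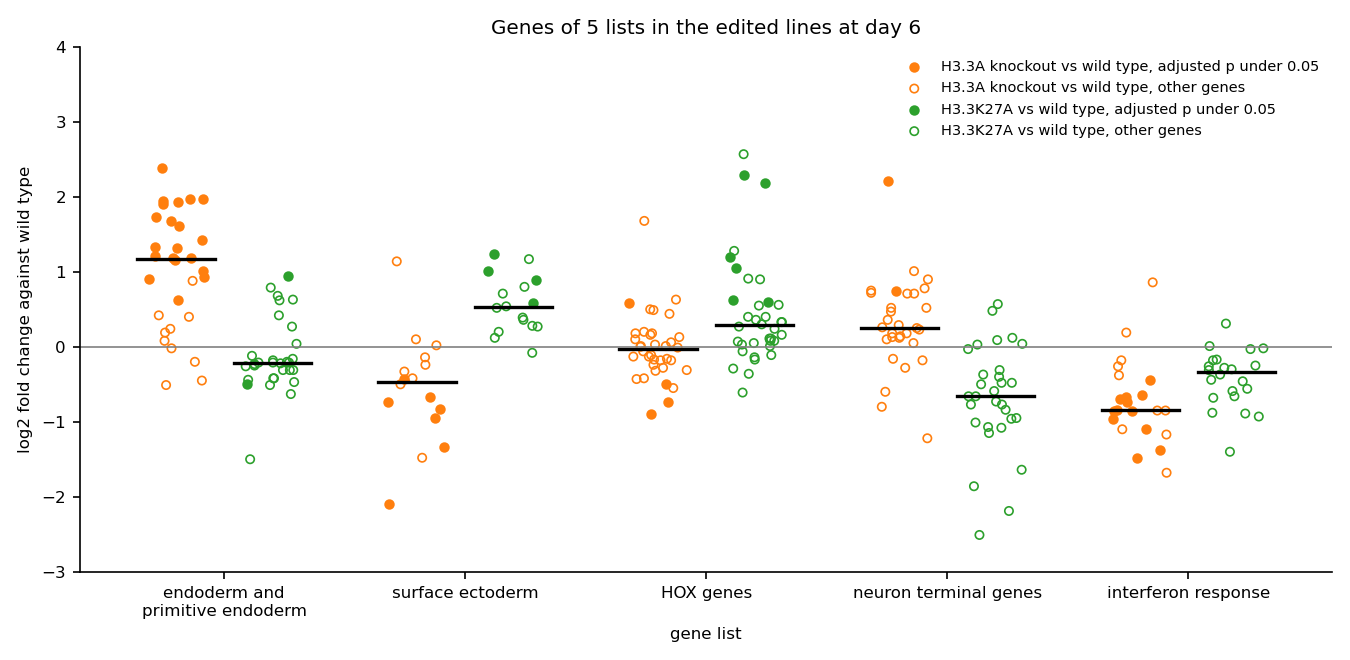
Log2 fold change against wild type at day 6 for each tested gene of 5 lists (points, filled at an edgeR adjusted p below 0.05) with list medians (black lines), in the H3.3A knockout and in H3.3K27A. The endoderm median is 1.18 in the knockout and −0.21 in H3.3K27A, and the surface ectoderm median −0.47 and 0.53.

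Both edited lines still left the stem cell state by day 6. All 25 pluripotency factors fell in the knockout (median −4.10) and in H3.3K27A (median −4.34), and 33 and 31 of 36 HOX genes rose (medians 6.01 and 5.63, bounded 5.73 for the knockout). Endoderm genes rose in 25 of 30 cases in the knockout and 23 in H3.3K27A, and interferon response genes in 17 and 19 of 22. In all, 6015 genes rose and 5377 fell in the knockout, and 5827 and 5496 in H3.3K27A. Interaction tests asked where these changes differ between lines. H3.3K27A and the knockout differed for 796 genes, 477 with the more positive change in H3.3K27A. Fst (−3.04 ± 0.56, edgeR adjusted p = 0.0168) and Lamc1 (−2.08 ± 0.23, edgeR adjusted p = 0.00207) had the more positive change in the knockout, and Grhl2 (1.39 ± 0.16, edgeR adjusted p = 0.00229) and Peg3, an imprinted zinc finger gene (1.36 ± 0.13, edgeR adjusted p = 0.000971), in H3.3K27A. Of 16 surface ectoderm genes 6 had the more positive change in H3.3K27A, or 9 adjusted over the list alone (median 0.76, camera adjusted p = 1.45e-06, and adjusted p = 0.882 with an estimated correlation). That count was 2053 and 3897 without knockout day 6 replicates 1 and 2, 225 and 218 without its day 0 replicates, 170 and 299 without H3.3K27A day 6 replicates 1 and 2, and 227 and 203 without its day 0 replicates.

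Against wild type the interaction passed for 113 genes, 81 of them with the more positive change in H3.3K27A. The largest concern genes that were low in H3.3K27A at day 0, namely Wnt7b (3.80 ± 0.41, edgeR adjusted p = 0.00365), Lefty1 (3.66 ± 0.32, edgeR adjusted p = 0.00153), Sema6a (2.98 ± 0.20, edgeR adjusted p = 6e-04) and Klhl13 (2.55 ± 0.17, edgeR adjusted p = 6e-04). Acsf2, an acyl-CoA synthetase gene that was higher in H3.3K27A at day 0 (2.07 ± 0.16, edgeR adjusted p = 0.00026), had the more negative change (−1.66 ± 0.19, edgeR adjusted p = 0.00438). The interaction contains the day 0 difference, and both rest on the same 1 wild-type library of day 0. A deviation of that library would move both in opposite directions, so this pattern is not independent evidence. Of 16 formative and primed epiblast genes 4 had the more positive change, or 8 with 1 more negative adjusted over the list alone (median 0.68, camera adjusted p = 0.00315, and adjusted p = 0.64 with an estimated correlation). For REST targets the median difference was −0.63 with 1 gene lower adjusted over the list alone (camera adjusted p = 0.00451, and adjusted p = 0.774 with an estimated correlation), and edgeR called 0 over all genes, as did DESeq2, with 2 at an unadjusted p below 0.05. Without 1 library that count lay between 28 and 36, at 28 and 30 without H3.3K27A day 0 replicates 1 and 2, 28 and 36 without its day 6 replicates, and 34 without either wild-type day 6 library. It was 912 without the knockout libraries of day 6.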

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

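The tests of a differing endoderm share and of the shared low H3f3a level were chosen only after the result was seen.

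H3.3K27A and the knockout changed differently from day 0 to day 6 for 796 genes by the edgeR interaction test, 477 with the more positive change in H3.3K27A and 319 in the knockout. The count was 225 and 218 without knockout replicates 1 and 2 of day 0, 2053 and 3897 without those of day 6, 227 and 203 without H3.3K27A replicates 1 and 2 of day 0, and 170 and 299 without those of day 6. By camera 6 of 26 lists differed. Surface ectoderm, formative epiblast (median 0.58, camera adjusted p = 0.0078, and adjusted p = 0.882 with an estimated correlation) and imprinted genes (median 0.33, camera adjusted p = 0.000906, and adjusted p = 0.882 with an estimated correlation) had the more positive change in H3.3K27A. Pluripotency factors (median −0.43, camera adjusted p = 0.00894), REST targets (median −0.87, camera adjusted p = 0.0078) and neuron terminal genes (median −1.12, camera adjusted p = 0.0115) had the more negative change, each with an adjusted p = 0.954 with an estimated correlation.

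H3.3K27A and wild type changed differently for 113 genes by the edgeR interaction test, 81 with the more positive change in H3.3K27A and 32 with the more negative. The count was 28 and 30 without H3.3K27A replicates 1 and 2 of day 0, 28 and 36 without those of day 6, and 34 without either wild-type library of day 6. By camera 7 of 26 lists differed. Imprinted (median 0.30, camera adjusted p = 0.00243), surface ectoderm (median 0.61, camera adjusted p = 0.0012) and formative epiblast genes had the more positive change in H3.3K27A. Germline genes (median −0.39, camera adjusted p = 0.00162), interferon response genes (median −0.22, camera adjusted p = 0.0354), 2-cell-like state genes (median −0.67, camera adjusted p = 0.0318) and REST targets had the more negative change. The lowest adjusted p with an estimated correlation was 0.64.

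Endoderm genes were higher in the knockout at day 6 in 20 of 30 cases. These calls use a spread pooled with the other groups, and few genes in all passed when only the compared libraries were fitted. Knockout replicate 1 alone cannot account for the higher level, since without it the list median was 0.82 in place of 1.18. Without wild-type replicates 1 and 2 it was 1.05 and 1.27. A low H3f3a level as the whole cause is argued against by H3.3K27A, which shares that level and had a list median of −0.21. A share of endoderm cells that differs between cultures cannot be told apart from a change within cells, because the endoderm and neural progenitor lists moved apart between the knockout replicates by 1.62 log2 units (−0.74 to 0.01 in the other pairs), but against wild type the neural progenitor list had a median of 0.18 and the neuron terminal list 0.26 rather than lower values. A difference between the cell clones stays open too, since there is 1 line per genotype.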

How the results depend on the processing

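The fits without the knockout libraries of day 6, the limma tests on the authors' regions and the tests of summed olfactory receptor counts were chosen after seeing the data.

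The main limits are 2 replicates per group, 1 wild-type library at day 0 of 2020, and 1 line per genotype. Where leaving out a library left 1 in a group, that library was assumed to vary like the other groups. The H3.3K27me3 libraries of day 6 were the shallowest (33.62 and 37.76 M tags), and the authors' quantitative table for H3.3K27me3 was not held and is not analysed here. Libraries were not treated as paired by replicate number. The deviations of replicates correlated between groups at −0.02 to 0.09 in 2019 and −0.36 to 0.14 in 2020. The value of −0.36 was between the knockout and wild type at day 6. These correlations cannot decide whether equal numbers mark a shared culture or harvest, which the labels do not state. Of the settings tried, those on counts of genes stayed within 1.5 times the reported count in 77 cases, went above in 22 and below in 50. List and set results stayed in 106 cases, moved in 16, rose in 4 and fell in 14. Shares of peaks stayed in 17 cases and moved in 51, judged by the SD of single-replicate lists, or by the binomial interval for replicate overlap. Of the values of named genes 14887 kept direction and side of the threshold, 461 passed it anew, 1239 no longer passed and 2 changed sign. The last 2 came from fitting the wild type of both years together, with Zscan4a at −0.09 (2.46 in 2019 alone) and Zscan4d at 0.41 (−1.67 in 2020 alone). RLE in place of TMM size factors kept every count of called genes within 1.5 times.

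DESeq2 called 41 genes for knockout against wild type at day 0, 341 for H3.3K27A against the knockout at day 0 and 265 for the H3.3K27A and wild-type interaction. Without a filter on low counts the first was 33, H3.3K27A against the knockout at day 0 was 336, H3.3K27A against wild type was 392 at day 0 and 586 at day 6, and its interaction was 242. The cause was not tested in either case.

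When only the libraries compared were fitted, knockout against wild type gave 364 genes at day 0 and 3 at day 6, H3.3K27A against the knockout 1019 and 208, and H3.3K27A against wild type 1390 and 2188. The interactions gave 430 for H3.3K27A minus knockout and 882 for H3.3K27A minus wild type. Without the knockout libraries of day 6 the fit gave 120 genes for knockout against wild type at day 0, 1177 for H3.3K27A against the knockout at day 0, 1274 and 2091 for H3.3K27A against wild type at days 0 and 6, and 912 for its interaction. All 18, 187, 256, 301 and 113 genes of the full fit were among them. The knockout replicates of day 6 differ more than any other pair and enter the spread that the full fit pools, but the cause was not tested.

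With a replicate block, although the numbers are not known to pair the libraries, knockout against wild type gave 5 genes at day 0 and 1001 at day 6, H3.3K27A against the knockout 85 at day 0, H3.3K27A against wild type 117 and 145, and the interactions 451 (minus knockout) and 36 (minus wild type). The block uses up residual degrees of freedom.

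A change of at least 2-fold on top of the adjusted p, stricter by construction, left 4814, 2896 and 6252 genes for days 3 against 0, 6 against 3 and 6 against 0 of 2019, and 6829, 7130 and 7136 for day 6 against day 0 in wild type, knockout and H3.3K27A of 2020. It left 494 for knockout against wild type at day 6, 71 and 866 for H3.3K27A against the knockout at days 0 and 6, 130 and 128 for H3.3K27A against wild type, and 425 for the interaction of the edited lines.

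Leaving out 1 library, which lowers the residual degrees of freedom, gave 3 genes for knockout against wild type at day 0 without either knockout library, and 210 to 6002 at day 6 (2129 and 6002 without knockout replicates 1 and 2, 210 and 324 without wild-type replicates 1 and 2). H3.3K27A against the knockout had 19 to 25 at day 0 (19 and 21 without H3.3K27A replicates 1 and 2, 25 and 23 without those of the knockout) and 719 to 5794 at day 6 (719 and 1086 without H3.3K27A replicates 1 and 2, 5794 without knockout replicate 2). H3.3K27A against wild type had 40 to 50 at day 0 (50 and 40 without H3.3K27A replicates 1 and 2) and 9 to 24 at day 6 (9 and 14 without H3.3K27A replicates 1 and 2, 13 and 24 without those of wild type). The interaction minus knockout had 170 to 3897 (225 and 218 without knockout replicates 1 and 2 of day 0, 2053 and 3897 without those of day 6, 227 and 203 without H3.3K27A replicates 1 and 2 of day 0, 170 and 299 without those of day 6). The interaction minus wild type had 28 to 36 (28 and 30 without H3.3K27A replicates 1 and 2 of day 0, 28 and 36 without those of day 6, 34 without either wild-type library of day 6). All comparisons of days stayed within 1.5 times.

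Of the 26 lists, camera with an estimated correlation called 0 in each of the 14 comparisons, where between 0 (H3.3K27A minus knockout interaction) and 9 (day 3 against day 0 of 2019) had an unadjusted p below 0.05. By construction it allows for genes of a list that vary together. The rotation test fry called 24 lists for day 6 against day 0 of 2019, 23 for the knockout's days, 1 for knockout against wild type at day 0, 3 and 6 for H3.3K27A against wild type at days 0 and 6, and 1 and 0 for the interactions minus knockout and minus wild type. Of 12 sets of genes by promoter mark, the estimated correlation left 3 for day 6 against day 3 of 2019, 2 each for wild type, knockout and H3.3K27A days of 2020, and 0 for knockout against wild type at day 6 (0 also at an unadjusted p below 0.05).

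For the authors' region tables, a false discovery rate of 0.01 left 878 H3 regions, and a 2-fold minimum left 0 for H3, 205 for H3.3 and 119 for H3K27me3. Limma on the scaled reads called 3457 H3 regions, 3119 after centring each library, and 2264 to 3130 without 1 library (3130 without day 6 replicate 1). The cause was not tested. Calls of marked promoters by list numbered 49, or 50 at 1 kb, 46 at 5 kb and 54 with a peak in either replicate.

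Peak shares moved with the peak lists, and the cause was not tested. They are given in percent. With an enrichment of at least 5, which left 53 to 317 peaks per group, day 0 peaks kept at day 6 were 67.3 for H3, 63.9 for H3.3K27me3 and 13.6 for H3K27me3, and H3.3K27me3 peaks with an H3K27me3 peak were 72.1 and 71.7 at days 0 and 6. Replicate overlap at days 0 and 6 was then 69.6 and 71.7 for H3, 52.8 and 68.1 for H3.3, 59.9 and 55.8 for H3.3K27me3, and 57.1 and 58.9 for H3K27me3. With the full peak calls, kept peaks were 60.2 for H3.3 and 38.4 for H3.3K27me3, those with H3K27me3 51.2 and 35.1, and replicate overlap 41.4 and 37 for H3, 65 and 62 for H3.3, 44.7 and 49.6 for H3.3K27me3, and 46.9 and 42.7 for H3K27me3.

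With an overlap of at least 50% of the shorter peak, kept H3K27me3 peaks were 46.6, and replicate overlap was 32.4 and 27.2 for H3, 62.8 and 55.3 for H3.3, 39.9 and 29.7 for H3.3K27me3, and 49.9 and 40 for H3K27me3. With the same number of strongest peaks per library, kept peaks were 45 for H3.3 and 49.6 for H3K27me3, H3.3K27me3 peaks with H3K27me3 were 66.5 and 37.1, and replicate overlap was 35.2 and 29.3 for H3, 65.8 and 53.8 for H3.3, 41.9 and 28.4 for H3.3K27me3, and 56.9 for H3K27me3 at day 0. With the peaks of a single replicate, kept peaks ranged from 22.6 to 30.9 for H3 and from 39.8 to 40.6 for H3K27me3, and H3.3K27me3 peaks with H3K27me3 from 42.2 to 44.9 at day 0 and from 20.3 to 29.5 at day 6. Except with an enrichment of at least 5, the share of H3.3K27me3 peaks with an H3K27me3 peak was lower at day 6 in these settings. With that enrichment it was 72.1 of 61 peaks and 71.7 of 53 peaks, which shows no difference between the days.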

Other observations

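Both tests on the Y-linked genes, the test of GC-matched genes between days, the test of summed olfactory receptor counts and the limit of library divisions to each year were chosen only after the results were seen.

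Single Polycomb genes changed during differentiation of the wild-type cells of 2019, although the PRC2 and PRC1 lists did not pass. The PRC2 subunits Jarid2 (−1.83 ± 0.07, edgeR adjusted p = 1.15e-10) and Eed (−1.93 ± 0.08, edgeR adjusted p = 1.36e-10) fell by day 6. The PRC1 gene Bmi1 rose (3.52 ± 0.10, edgeR adjusted p = 1.02e-11). In 2020 the same 3 genes moved the same way in wild type, with Jarid2 at −2.51 ± 0.08, Eed at −1.89 ± 0.10 and Bmi1 at 2.78 ± 0.12.

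Stra8, a germline gene induced by retinoic acid, rose from 36.0 to 1530 CPM in wild type of 2020 (edgeR adjusted p = 1.68e-08) and from 57.6 to 883 CPM in H3.3K27A (edgeR adjusted p = 6.31e-09), and the interaction was −1.47 ± 0.18 (edgeR adjusted p = 0.00779). Calb1, a calcium-binding protein of neurons and a REST target, fell in H3.3K27A against wild type at day 6 (−2.44 ± 0.40, edgeR adjusted p = 0.0198). Dppa3, a maternal factor of naive cells, was lower in H3.3K27A at day 0 (−1.65 ± 0.26, edgeR adjusted p = 0.0166), while the germline gene Mael was higher (0.94 ± 0.14, edgeR adjusted p = 0.0104). In the knockout at day 6 Ctgf, a matrix-associated growth factor, rose by 2.72 ± 0.43 (edgeR adjusted p = 0.00583) and Snai1, a factor of epithelial to mesenchymal transition, by 2.41 ± 0.40 (edgeR adjusted p = 0.00684).

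The Y-linked genes Ddx3y, Eif2s3y and Uty were low in both edited lines, with summed levels of 86.0 to 93.6 CPM in 3 wild-type libraries of 2020 (160 to 207 CPM in the 6 of 2019), 5.93 to 6.91 CPM in 4 knockout libraries and 2.83 to 4.51 CPM in 4 H3.3K27A libraries. The most that any of them kept was 10.7% of the wild-type level, so loss of the Y chromosome from most cells of the edited lines is a possible explanation. Exchange of libraries with wild type is excluded, because no library of an edited line had more than 24.2 CPM of H3f3a, against 114 or more in wild type. A different parental line and a lower expression of the Y-linked genes were not tested.

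H3.3K27me3 peaks at olfactory receptor promoters rose from 5.4% to 16.5% (interval 14.5 to 18.8) between days 0 and 6. All intervals of promoter shares given here count each promoter as independent, so they are too narrow where neighbouring genes share a peak. Base composition may account for the day 6 level, since other genes matched on GC content had peaks in 17.6% (lower bound 15.5). Peak strength cannot tell background regions in the peak lists from real marking. The peaks over olfactory receptors had a median enrichment of 2.58 in replicate 2, against 2.79 over promoters that also carry H3K27me3. In replicate 1 both medians were 2.82. H3.3 peaks at olfactory receptors went from 3.6% (interval 2.7 to 4.9) to 0.9% (interval 0.5 to 1.6), and H3K27me3 peaks from 5.1% to 4.0%. Of the authors' 62 H3.3 regions there, 48 were higher at day 0 and 1 at day 6. The H3.3K27me3 gain thus came without a gain of H3.3 or H3K27me3 peaks, which argues against real marking but does not exclude it. A gain limited to olfactory receptors is argued against, because GC-matched genes outside other receptor clusters also went from 11.3% (interval 9.4 to 13.4) to 17.4% (lower bound 15.1). Other receptor and secreted protein clusters went from 6.1% (interval 4.2 to 8.7) to 11.2% (interval 8.6 to 14.5). These intervals overlap, and 11.2% lies below the lower bound of 14.5 for olfactory receptors, so the clusters do not add to the argument. No biological explanation was tested.

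Summed RNA counts of the 515 olfactory receptor genes with any count fell in wild type of 2019 by day 6 (−1.41 ± 0.22, edgeR adjusted p = 5.73e-05) and rose in wild type of 2020 (0.76 ± 0.29, edgeR adjusted p = 0.0367, up to 0.125 without 1 library). At day 6 they were higher in H3.3K27A than in the knockout (0.87 ± 0.22, edgeR adjusted p = 0.0232, up to 0.128 without 1 library), and the difference from wild type did not pass (0.67 ± 0.21, edgeR adjusted p = 0.156). From day 0 to day 6 the summed counts also rose in H3.3K27A (1.22 ± 0.23, edgeR adjusted p = 0.00078). The change in the knockout did not pass (0.52 ± 0.23, edgeR adjusted p = 0.0638). The sums were 69 to 370 counts per library. Per library, 58 to 141 olfactory receptor genes were detected in 2019 and 15 to 36 in 2020. Reads outside annotated genes made up 25.74 to 43.29% in 2019 and 11.32 to 16.78% in 2020, which limits a comparison of the years, and their difference was not tested.

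For wild-type cells of both years fitted together, day 6 against day 0 gave 9561 genes by edgeR. Libraries can be exchanged only within a year, which leaves 18 divisions of the 7 libraries that keep the numbers of each year, too few for a share below 0.05. Of these 1, the real one, gave as many genes, and the highest of the others was 0.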
